A study of Homo sapiens with 22 samples.

How the data were processed

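The series is a chromatin immunoprecipitation sequencing (ChIP-seq) study of estrogen receptor alpha (ESR1) in Ishikawa cells, an endometrial adenocarcinoma line. Clones derived from it carried a FLAG tag on ESR1, which was either wild type or held the D538G substitution in the ligand-binding domain. Per the labels' protocols, cells were kept in medium without phenol red and with charcoal-stripped serum for at least 5 days, treated for 1 h with 10 nM estradiol (E2) or with the solvent DMSO at 0.1%, fixed with formaldehyde and precipitated with an anti-FLAG antibody. The 22 samples comprised 20 precipitated libraries and 2 input libraries, one input per genotype. Each precipitated library had 1 peak list. The inputs were not used here, and no background could be measured from them.

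Each list was in the narrowPeak layout and held the peaks of 1 library, so peaks were called per sample and not on pooled replicates. The signal value of each peak was the authors' own, and what it is relative to is not stated in the labels. The deposited lists also gave a −log10 p and a −log10 q for each peak, and every deposited −log10 p lay above 10. The score column of the deposited lists was 10 times the −log10 p without its decimals and was not used further. Aligner, peak caller, read depth and genome build are not stated in the labels. The names the authors gave to the peaks in the D538G clone 1 and clone 2 replicate 1 lists include the word Input, and those of the other lists do not, so whether all lists were called against an input in the same way is unknown. Peaks on chromosome 1 reached position 249200792, past the end of that chromosome in GRCh38, and all coordinates fitted within GRCh37 (hg19). Coordinates are given as in the lists, 1-based, and read as GRCh37. The gene table at hand belongs to assembly GRCh38.p14, so its coordinates were not used and no peak was assigned to a gene. Analyses planned before the data were examined that need a genome or an annotation of the build of the lists were therefore not run: the share of peaks with an estrogen response element, the share of peaks at promoters, and peaks near a fixed list of estrogen receptor target genes.

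Because depth is unknown, a list can be short through few reads, poor enrichment or few bound sites, and these cannot be separated from a peak list. The signal values and −log10 p values were used only to rank peaks within a list or to apply a stricter threshold. The 20 lists held 356472 peaks, of which 5 lay on the mitochondrial sequence and were set aside, leaving 356467 on chromosomes 1 to 22, X and Y. Peaks of all lists that overlapped by at least 1 bp were merged into 93612 regions with a median width of 382 bp, and a region counted as bound in a library when that library had a peak in it. Of the regions, 41003 had a peak in 1 library and 15 in all 20. The largest Jaccard index between 2 lists was 0.714, between the E2 replicate 2 lists of wild-type clones 1 and 2, so no list was a copy of another and each was counted as a replicate.

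Groups came from the labels: wild type with E2 (4 libraries), wild type with DMSO (4), D538G with E2 (6) and D538G with DMSO (6). The wild-type libraries came from 2 clones and the D538G libraries from 3, each with 2 replicates, so libraries of one clone are not fully independent. Peak numbers were compared on the log10(peak number + 1) scale by exact two-sided permutation tests over all splits of the libraries. The difference in E2 effect between genotypes was tested by permuting genotype over the 10 E2-minus-DMSO differences, each taken within 1 clone and replicate number. These 5 p-values were adjusted together by the Benjamini-Hochberg method. For each region with a peak in at least 2 of the libraries compared, the number of libraries with a peak was compared between groups by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The similarity of 2 lists was the overlap coefficient, the number of regions in both divided by the number in the shorter, with each list held to its 1000 strongest peaks by signal value, or to all its peaks where it had fewer, and was tested by a one-sided permutation test with 100000 resamples of the group labels. The designs of these 11 results were fixed before the data were examined, as was the rule for the regions named: up to 5 regions bound more often and up to 5 bound less often in D538G than in wild type under DMSO, by smallest Fisher p with the mean rank of the peak within its list breaking ties, and the 3 regions with peaks in most libraries.

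Merging gave the same regions as bedtools 2.31.1. The test per region was tested on simulated lists with 200 regions changed. All 200 passed an unadjusted p of 0.05 and none the adjusted threshold in each of the 4 comparisons. With 4 libraries against 4, only peaks in all libraries of one group and none of the other pass unadjusted. The changed regions held this full contrast in all 4 comparisons, so their passing says nothing about weaker changes. With 27022 changed regions among 61978 in the design of E2 against DMSO in D538G, 100% passed the adjusted threshold. That outcome was fixed, since 4.33% of the regions at the smallest possible p are enough in that design. With 12285 changed among 33049 in the design of E2 against DMSO in wild type, 0% did, since 4 libraries against 4 cannot give a p below 0.0286. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

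E2 and DMSO libraries with the same clone and replicate number come from the same cell line, which pairs them. The correlation of their deviations from the group means across regions was between −0.353 and 0.436 over the 10 pairs and above 0.1 in 5. Alternatives were a stricter threshold of 20 on −log10 p, a replicate block, each replicate number alone as a possible batch, clone means as units, ranks, bases covered in place of peak numbers, windows of 100 bp either side of the summits, each list held to its 1000 strongest peaks, other minimum numbers of libraries, the Jaccard index, and leaving out each library or clone in turn. Added after the data were seen were ranking by −log10 p, leaving out the D538G clone 2 replicate 1 pair, leaving out chromosome Y, and holding each list to its 45 strongest peaks.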

Results

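Binding of FLAG-tagged ESR1 was compared between wild-type and D538G clones of Ishikawa endometrial cancer cells, with and without 1 h of 10 nM E2, to learn how the mutation affects genomic binding. The 20 peak lists held between 45 and 54903 peaks. The wild-type DMSO group had 4 lists of 45 to 29118 peaks with a geometric mean of 523, and the wild-type E2 group had 4 lists of 5757 to 35344 peaks with a geometric mean of 15097. The D538G DMSO group had 6 lists of 1619 to 54903 peaks with a geometric mean of 11495, and the D538G E2 group had 6 lists of 1977 to 49223 peaks with a geometric mean of 12305. On the log10 scale the means were 2.72 ± 1.32 (SD, n = 4), 4.18 ± 0.400 (SD, n = 4), 4.06 ± 0.602 (SD, n = 6) and 4.09 ± 0.484 (SD, n = 6) in the same order. The read depth behind each list is unknown.

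**Figure D1:**
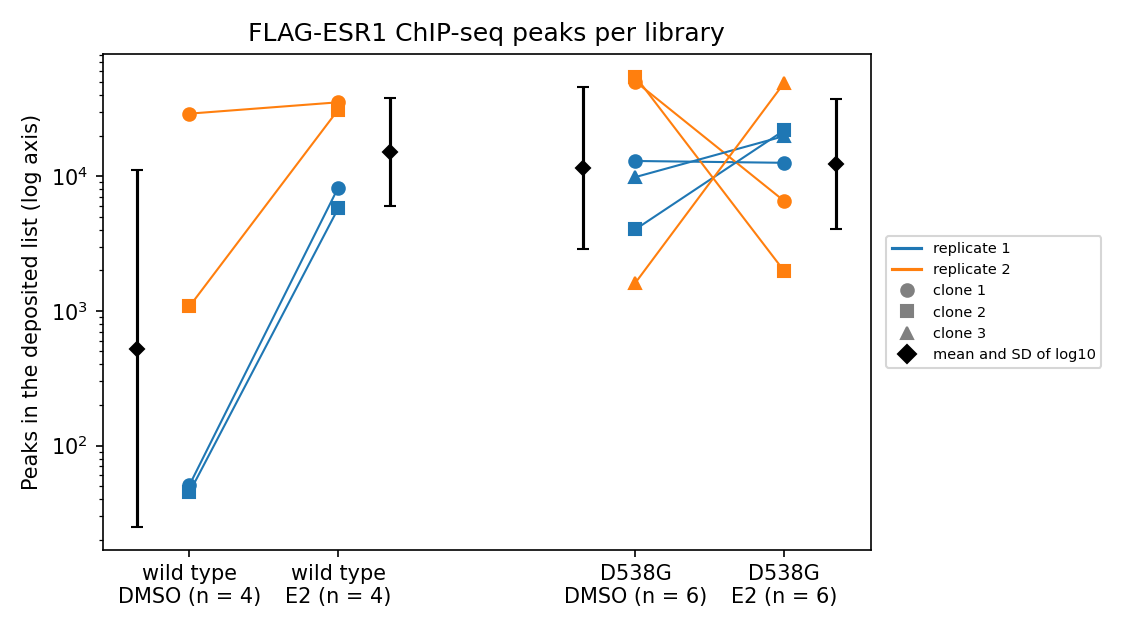
Number of peaks in each of the 20 lists (log axis) by genotype and treatment, with lines joining the DMSO and E2 lists of 1 clone and replicate number; diamonds and bars show the mean and SD on the log10 scale. E2 lists are longer in 4 of 4 wild-type pairs and in 3 of 6 D538G pairs.

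The first question was whether E2 changed the number of bound sites in wild-type clones. The E2 list was longer than the DMSO list in 4 of 4 pairs, with 8206 against 51 peaks in clone 1 replicate 1, 35344 against 29118 in clone 1 replicate 2, 5757 against 45 in clone 2 replicate 1 and 31108 against 1080 in clone 2 replicate 2. The group means differed by 1.46 on the log10 scale, a 28.8-fold ratio of geometric means, which did not exceed the spread between libraries (exact two-sided permutation test, p = 0.0857, adjusted p = 0.143; smallest p possible 0.0286). Without the clone 1 DMSO replicate 2 list the difference was 2.04 with an exact permutation p of 0.0286 unadjusted and 0.0714 adjusted over the 5 tests. With signs flipped within the 4 pairs the exact p was 0.125, the smallest that test allows. Within replicate number 1 the difference was 2.15 and within replicate number 2 it was 0.772, with an exact permutation p of 0.333 in each, the smallest that 2 libraries against 2 allow. In base pairs covered in place of peak number the difference was 1.74 (exact permutation p = 0.0857).

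In D538G clones the E2 list was longer in 3 of 6 pairs. The D538G pairs ran from a DMSO list 27.8 times the length of the E2 list (54903 against 1977 peaks, clone 2 replicate 2) to an E2 list 30.4 times the length of the DMSO list (49223 against 1619 peaks, clone 3 replicate 2). The mean difference was 0.0296 on the log10 scale (exact two-sided permutation test, p = 0.935, adjusted p = 0.935), and its sign changed with the library left out: it was −0.141 without the clone 3 DMSO replicate 2 list and 0.188 without the clone 2 E2 replicate 2 list. Within replicate number 1 the difference was 0.342 (exact permutation p = 0.2) and within replicate number 2 it was −0.282 (exact permutation p = 0.8).

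The E2-minus-DMSO difference within pairs averaged 1.46 ± 0.974 (SD, n = 4 pairs) in wild type and 0.0296 ± 1.07 (SD, n = 6 pairs) in D538G. The difference between genotypes, −1.43, did not pass 0.05 (exact two-sided permutation test, p = 0.0714, adjusted p = 0.143). It was −1.81 within replicate number 1 (exact permutation p = 0.1, the smallest that 2 pairs against 3 allow) and −1.05 within replicate number 2 (exact permutation p = 0.5). Dropping either the wild-type clone 1 replicate 2 pair or the D538G clone 3 replicate 2 pair brought the unadjusted exact permutation p to 0.0476, with differences of −1.89 and −1.72, and the adjusted p stayed between 0.0794 and 0.143.

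Binding without added estrogen was compared between genotypes in the DMSO libraries. D538G lists were longer than wild-type lists by 1.34 on the log10 scale, a 21.9-fold ratio of geometric means (exact two-sided permutation test, p = 0.0571, adjusted p = 0.143; smallest p possible 0.00476). The difference did not pass the threshold. Without the wild-type clone 1 DMSO replicate 2 list it was 1.92 (exact permutation p = 0.0119, adjusted p = 0.0595), and without the D538G clone 3 DMSO replicate 2 list it was 1.51 (exact permutation p = 0.0476, adjusted p = 0.119), so single libraries moved the unadjusted p across 0.05 and not the adjusted one. It was 2.21 within replicate number 1 (exact permutation p = 0.1, the smallest that 2 libraries against 3 allow) and 0.468 within replicate number 2 (exact permutation p = 0.5). With genotype permuted within the replicate number, the 1.34 had an exact permutation p of 0.03 (adjusted p = 0.15). With clone means as units, 2 wild-type and 3 D538G clones gave an exact permutation p of 0.1, which is the smallest that design allows. Under E2, D538G and wild-type lists differed by −0.0888 (exact two-sided permutation test, p = 0.776, adjusted p = 0.935), by 0.408 within replicate number 1 (exact permutation p = 0.1, again the smallest possible) and by −0.586 within replicate number 2 (exact permutation p = 0.4).

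Presence of a peak was then compared region by region. No region passed an adjusted p of 0.05 in any of the 4 comparisons. For E2 against DMSO in wild type, 29233 regions were tested and 2731 had an unadjusted Fisher's exact p under 0.05, all with peaks in 4 of 4 E2 and 0 of 4 DMSO libraries. Of the 3510 regions with peaks in exactly 4 of these 8 libraries, those 2731 are 77.8%. Random placement over lists of equal length would give 1.43%, but the DMSO lists covered 43, 40, 983 and 24415 regions, so list length alone favours this outcome. At this sample size 57.1% of the regions tested would have to reach the smallest possible p of 0.0286 before any passed adjustment. The unadjusted count was between 2732 and 3810 across the fits that each left out 1 library. With each list held to its 1000 strongest peaks, which leaves the lists of 45 and 51 peaks as they are, it was 30. For E2 against DMSO in D538G, 9 of 44920 regions had an unadjusted p under 0.05, all with more peaks under E2, and no region was bound in all 6 libraries of one treatment and none of the other. Leaving out the clone 3 E2 replicate 2 list raised the 9 to 481, and leaving out the clone 2 E2 replicate 2 list raised it to 426. Tests within pairs left 0 regions with an unadjusted p under 0.05 in either genotype, but neither could have left any. The 4 wild-type pairs cannot give a p below 0.125, and 6 D538G pairs pass only the full contrast that no region held.

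For D538G against wild type under DMSO, 32172 regions were tested and 1150 had an unadjusted p under 0.05, all with peaks in a larger share of D538G libraries. The smallest adjusted p was 0.585, and 9.52% of the regions would have to reach the smallest possible p of 0.00476 before any passed. The count was 2511 without the D538G clone 3 DMSO replicate 2 list and 1866 without the wild-type clone 1 DMSO replicate 2 list. With each list held to its 1000 strongest peaks it was 222, again with 2 wild-type lists far below that length. Peaks were present in 6 of 6 D538G and 0 of 4 wild-type DMSO libraries in 262 regions and in 0 of 6 and 4 of 4 in 0 regions. Of the 1228 regions with peaks in exactly 6 of these 10 libraries, the 262 are 21.3%. Random placement over lists of equal length would give 0.476%, which does not allow for the short wild-type lists of 45, 51 and 1080 peaks. Of the 262 regions, 249 (95.0%) had peaks in at least 2 wild-type E2 libraries, 210 had peaks in all 4, and 6 had none. Under E2, 35729 regions were tested between the genotypes and 434 had an unadjusted p under 0.05, of which 116 were bound more often and 318 less often in D538G. The count was 950 without the D538G clone 3 E2 replicate 1 list.

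The 5 regions at the top of the list for more frequent binding in D538G under DMSO lay on chromosome 17 from 54967647 to 54969664, chromosome 8 from 22594910 to 22597584, chromosome 5 from 72612848 to 72614000, chromosome 7 from 45453093 to 45454626 and chromosome 2 from 42237487 to 42238711, in GRCh37 coordinates. Each had peaks in 6 of 6 D538G DMSO, 0 of 4 wild-type DMSO, 4 of 4 wild-type E2 and 6 of 6 D538G E2 libraries (Fisher's exact p = 0.00476, adjusted p = 0.585). By signal value their peaks ranked on average at percentile 98.5 to 99.2 within the D538G DMSO lists. Among the regions bound less often in D538G under DMSO, the smallest Fisher's exact p was 0.133, for a 69 bp region on chromosome Y from 10025196 to 10025264 with peaks in 2 of 4 wild-type and 0 of 6 D538G libraries. Both peaks were in the short wild-type DMSO replicate 1 lists, of 51 and 45 peaks. The line is endometrial, so a peak on chromosome Y is not read as ESR1 binding. The 4 others named by the rule had an exact p of 0.5. Of the regions with peaks in all 20 libraries, the strongest lay on chromosome 10 from 549538 to 554528, on chromosome 2 from 70842805 to 70845341 and on chromosome 19 from 3386524 to 3390835.

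The next comparison asked whether sites bound without estrogen in the mutant were those bound with estrogen in wild type. Regions with peaks in at least 2 D538G DMSO libraries numbered 26540, and 19559 of them (73.7%) also had peaks in at least 2 wild-type E2 libraries. After the regions were shifted by 100000 bp the share was 6.45%. The wild-type DMSO set, built the same way, held 897 regions because 3 of its 4 lists were short, and 3.35% of the D538G DMSO regions were in it. A peak in at least 1 wild-type DMSO library was present in 67.4% (17895) of the D538G DMSO regions. Most of these rest on 1 library, the clone 1 DMSO replicate 2 list of 24415 regions, since the other 3 lists were short. Taking each D538G DMSO library by itself, 73.5 ± 24.3% (SD, n = 6) of its regions lay in the wild-type E2 set, with a range of 37.5% to 94.1%. For the wild-type DMSO libraries the same share was 88.2 ± 12.5% (SD, n = 4). The share tended to fall with list length: among D538G DMSO lists it was 94.1% in the one of 1516 regions and 37.5% in the one of 48584. The 3 short wild-type DMSO lists covered 40, 43 and 983 regions, so the comparison cannot tell genotype from list length. The 73.7% rested on the 2 longest wild-type E2 lists: it was 18.0% without clone 1 E2 replicate 2 and 18.4% without clone 2 E2 replicate 2. It was 40.2% in replicate number 1 alone, 75.0% in replicate number 2 alone and 48.9% with each list held to its 1000 strongest peaks. Of the D538G DMSO regions, 67.0% had peaks in at least 2 D538G E2 libraries and 11.7% had none in any wild-type library.

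Finally, lists were compared by their 1000 strongest peaks. The wild-type clone 1 and clone 2 DMSO replicate 1 lists, with 51 and 45 peaks, entered whole, so 5 of the 6 pairs of wild-type DMSO lists set 51 or 45 peaks against a list of up to 1000 peaks. Pairs of libraries in the same group had a mean overlap coefficient of 0.526 ± 0.133 (SD, n = 42 pairs) and pairs in different groups 0.429 ± 0.153 (SD, n = 148 pairs), a difference of 0.0968 (permutation test, one-sided, p = 0.00044). With all peaks of each list the difference was 0.0335 (permutation p = 0.113). The pairs of lists are not independent, and the permutation treats the libraries of a clone as exchangeable with those of other clones. D538G lists overlapped by 0.534 ± 0.109 (SD, n = 15 pairs) within DMSO, 0.542 ± 0.111 (SD, n = 15 pairs) within E2 and 0.551 ± 0.114 (SD, n = 36 pairs) between treatments. Wild-type lists overlapped by 0.486 ± 0.159 (SD, n = 6 pairs) within DMSO, 0.505 ± 0.223 (SD, n = 6 pairs) within E2 and 0.429 ± 0.175 (SD, n = 16 pairs) between treatments. Lists of different genotypes had group means of 0.373 to 0.393. With treatment labels rearranged within clone-and-replicate pairs, the excess of same-treatment over other-treatment overlap was 0.100 in wild type (1 of 8 arrangements as large, exact p = 0.125) and −0.0238 in D538G (23 of 32 arrangements as large, exact p = 0.719). With 4 pairs 0.125 is the smallest p possible. Ranked by −log10 p the excess was 0.0473 in wild type (exact p = 0.125) and −0.0174 in D538G (exact p = 0.5). These arrangement tests were chosen after the data were seen.

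**Figure D2:**
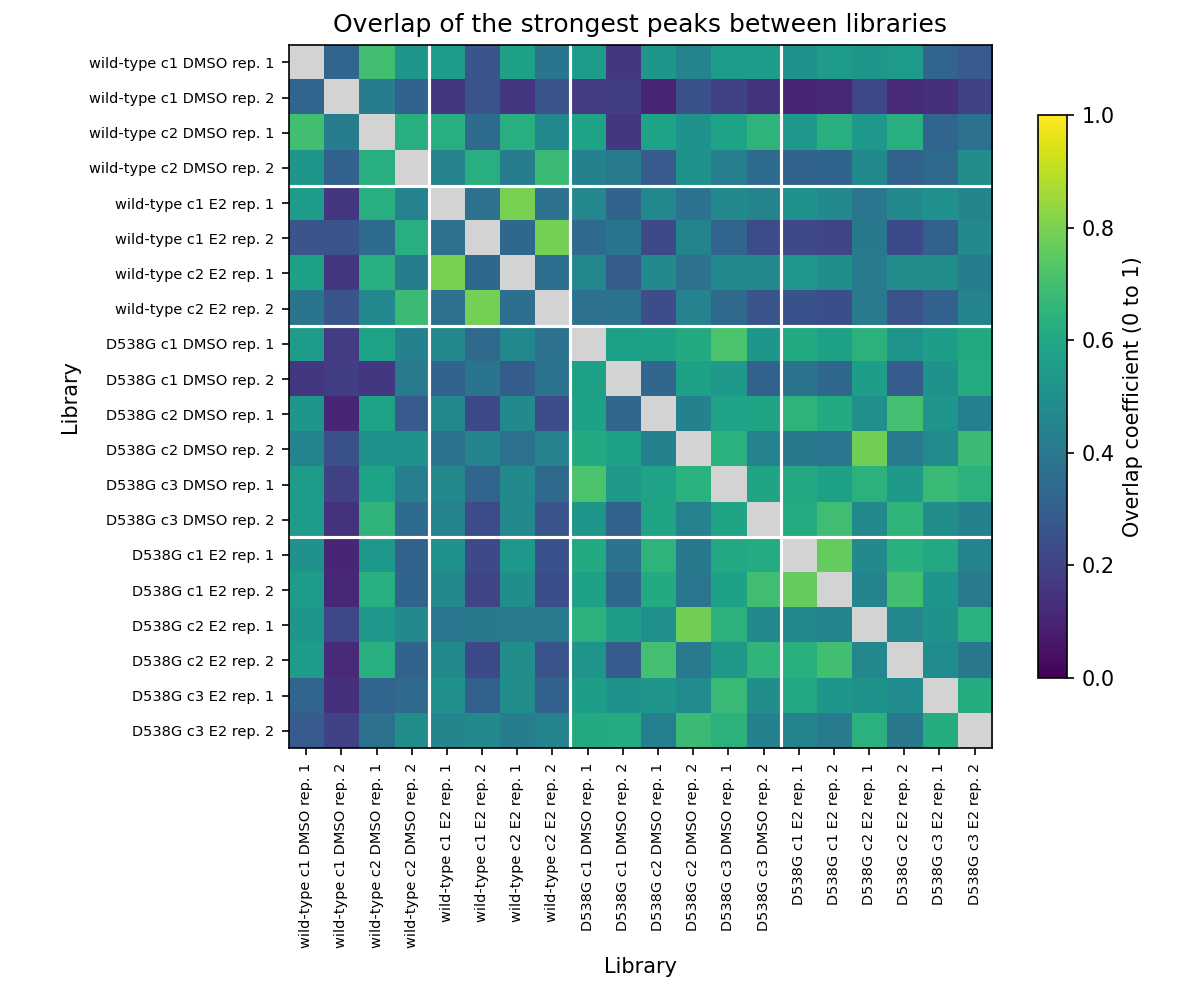
Overlap coefficient (0 to 1, colour) between every pair of the 20 lists, each held to its 1000 strongest peaks, with white lines between the 4 groups and the diagonal in grey. The D538G lists overlap by 0.534 to 0.551 on average whichever treatments are paired, and the wild-type clone 1 DMSO replicate 2 list has a mean of 0.183 with the other lists of 1000 or more peaks.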

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

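The tests in this part were chosen after the result was seen. A signal appeared outside the sequences used for the comparisons: 5 peaks on the mitochondrial sequence, in 3 of the 12 D538G lists (clone 1 E2, clone 2 E2 and clone 3 DMSO, all replicate 2) and in 0 of the 4 wild-type DMSO lists that serve as the control. The lists with such a peak were shorter than the other D538G lists, with a log10 difference of −0.847 (exact two-sided permutation test, p = 0.0136), which is consistent with a link to short lists, although the wild-type lists of 45, 51 and 1080 peaks had none. All 3 were replicate 2 lists, against 0 of 10 replicate 1 lists (Fisher's exact p = 0.211), so a batch cannot be told apart from chance with so few lists. An effect of the genotype stays open as well (3 of 12 against 0 of 8 lists, Fisher's exact p = 0.242).

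The number of peaks, the bases covered, the mean overlap within a group and the share of regions in the wild-type E2 set were also searched for a library far from the rest of its group, and 0 of the 16 combinations of measure and group held one.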

How the results depend on the processing

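Ranking by −log10 p, leaving out the D538G clone 2 replicate 1 pair, leaving out chromosome Y and the lists of 45 peaks were alternatives chosen after the data were seen. Of 293 alternatives to the 11 planned results, 261 kept the direction and the side of the 0.05 threshold (before adjustment for the peak numbers), or moved less than the spread between libraries. The 4 counts of regions past the adjusted threshold were 0 under every alternative run, but several of these could not have given any call. Analyses of response elements, promoters and target genes, with their alternatives, were not run.

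The E2 and DMSO libraries are paired by clone. Blocking on the pair gave an exact p of 0.938 in D538G and changed no call there. In wild type it gave an exact p of 0.125, the smallest that 4 pairs allow, so that test could not have passed and says nothing about stability. Genotype groups share only a replicate number: the replicate 2 minus replicate 1 differences of the genotypes correlated at 0.0173 under DMSO and 0.427 under E2. With genotype permuted within the replicate number, the DMSO difference in peak number of 1.34 had an exact p of 0.03 (0.15 adjusted over the 5 tests). The other blocked calls were as before, with an exact p of 0.8 under E2 and 0.08 for the difference in E2 effect.

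Across the fits that each left out 1 library, the log10 difference in peak number ranged from 1.11 to 2.04 for E2 against DMSO in wild type, from −0.141 to 0.188 in D538G, from 0.989 to 1.92 for D538G against wild type under DMSO, from −0.228 to 0.0700 under E2, and from −1.89 to −1.14 for the difference in E2 effect. The share of D538G DMSO regions in the wild-type E2 set ranged from 18.0% to 87.7%. Leaving out the wild-type clone 1 DMSO replicate 2 list took 3 of these tests past 0.05 before adjustment: E2 against DMSO in wild type (exact permutation p = 0.0286), D538G against wild type under DMSO (0.0119) and the difference in E2 effect (0.0476). Leaving out the D538G clone 3 DMSO replicate 2 list did so for the last 2 (exact permutation p = 0.0476 in each). With the 5 p-values adjusted together none of these passed, the smallest being 0.0595. The cause was not tested.

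Leaving out wild-type clone 1 raised the DMSO difference to 1.71 (exact permutation p = 0.0357, adjusted p = 0.179). The small E2 differences changed sign: D538G against wild type under E2 was 0.408 in replicate number 1 alone and 0.0472 without D538G clone 2, and E2 against DMSO in D538G was −0.282 in replicate number 2 alone, −0.402 without D538G clone 3 and −0.111 without the clone 2 replicate 1 pair. None of the sign changes passed 0.05, which the 2 libraries against 3 of replicate number 1 could not have done (exact permutation p = 0.1, the smallest possible). The cause was not tested.

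The share of D538G DMSO regions in the wild-type E2 set moved to 40.2% in replicate number 1 alone, 48.9% with the 1000 strongest peaks, 40.9% with a peak in at least 1 library, 31.7% with at least 3, 13.4% without wild-type clone 1, 17.9% without wild-type clone 2 and 3.23% with 45 peaks per list. Each of these settings shrinks or widens the sets themselves. The excess of overlap within groups fell to 0.0335 with all peaks (permutation p = 0.113). Counts at an unadjusted p under 0.05 with 45 peaks per list were 4, 0, 7 and 7 for E2 against DMSO in wild type and in D538G and for D538G against wild type under DMSO and E2, against 2731, 9, 1150 and 434 with all peaks. Under the replicate block they were 0, 0, 491 and 197, and the tests within pairs behind the first 2 could not have given any. Over the unadjusted counts and the named regions, 351 of 406 alternatives left the value as it was or within its margin, 37 were weaker, 15 stronger and 3 moved. That margin was wide. For E2 against DMSO in wild type it took in a count of 3803 in place of 2731, without the clone 1 DMSO replicate 2 list. The named chromosome Y region counted as unchanged even with chromosome Y left out, so the 351 do not measure stability.

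Read depth is unknown for all 20 lists, so no comparison of list length can be separated from a difference in depth or enrichment.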

Other observations

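The tests in this part were chosen after the patterns were seen; what an exchange of labels predicts for the overlap with the wild-type E2 lists was written down before those values were computed. Other splits of the same libraries were counted for the regions with an unadjusted p under 0.05. For E2 against DMSO in wild type, 1 of the 35 splits of the 8 libraries, the real one, gave as many as 2731 regions, and the largest count among the others was 660. Among the 8 splits that part all 4 clone-and-replicate pairs the others gave 0 regions, but 6 of them put a DMSO list covering 983 regions or fewer on both sides, which by itself holds the count near 0. The split by replicate number gave 67. For E2 against DMSO in D538G, 43 of 100 drawn splits gave at least 9 regions, as did 15 of the 32 splits that part all 6 pairs, and the split by replicate number gave 30. The largest count among the other splits was 2618 for the drawn ones and 5140 for those that part all 6 pairs. Whether list length or exchanged labels lay behind such large counts was not tested. The paired test left 0 of those 9 regions. With 6 pairs it can pass only a region bound in all 6 libraries of one treatment and none of the other. No region was, so the 0 was fixed in advance. For D538G against wild type under DMSO, 10 of 100 drawn splits gave at least 1150 regions, so that count is not unusual among splits of these libraries. Under E2, 28 of 100 drawn splits gave at least 434.

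A difference in list length is a candidate explanation for both one-sided counts. With each list held to 45 peaks, 1 region was bound more often and 6 less often in D538G than in wild type under DMSO at an unadjusted p under 0.05, of 105 tested, and 2 regions more often and 2 less often under E2 than under DMSO in wild type, of 99 tested. At equal length the lean towards D538G was gone, with a small one towards wild type in its place (5 of 100 drawn splits gave as many as the 7 regions). Equal length also fixes how many peaks each list holds, so list length cannot be told apart from a wider set of bound sites. A difference in binding between genotypes or treatments, and one in depth or enrichment, stay open.

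The strongest peaks of the wild-type clone 1 DMSO replicate 2 list were shared with few lists. Its mean overlap coefficient with the 17 other lists of 1000 or more peaks was 0.183, while those lists had means of 0.364 to 0.528. Its mean overlap with the wild-type E2 lists of replicate 2 was 0.262, and these overlapped by 0.790 with each other. Low overlap with all lists is the pattern itself, so this value cannot exclude a library of E2-treated cells under a DMSO label. Its overlap was 0.314 to 0.419 with the other 3 wild-type DMSO lists and 0.157 to 0.265 with the 4 wild-type E2 lists, which goes against such a label error. The DMSO lists in that comparison hold 45, 51 and 1080 peaks, and the E2 replicate 2 lists overlapped by 0.632 and 0.682 with the last of them, so closeness to these short lists does not mark a DMSO library and the explanation cannot be told apart from others. Ranking by −log10 p gave a mean of 0.215, below the lowest of the others at 0.419, so the choice of ranking does not account for it. Of the regions holding its 1000 strongest peaks, 99.2% had a peak of some rank in the clone 1 E2 replicate 2 list, 97.5% in the clone 2 E2 replicate 2 list and 34.7% in the clone 1 E2 replicate 1 list. For the 1000 strongest regions of the clone 1 E2 replicate 2 list, the share in the clone 1 E2 replicate 1 list was 92.7%. The clone 1 E2 replicate 1 list was thus long enough to hold most of the strongest regions of another list. What sets this library apart was not found, and no biological explanation was tested.

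In D538G, both lists of clone 2 replicate 1 and both of clone 3 replicate 2 shared more of their strongest peaks with lists of the other treatment. The mean same-treatment minus other-treatment overlap was −0.0978 and −0.0942 in these pairs. It was 0.0353 in clone 1 replicate 1, −0.00296 in clone 1 replicate 2, −0.00615 in clone 2 replicate 2 and 0.0231 in clone 3 replicate 1. Within clone 2 the E2 replicate 1 list overlapped by 0.784 with the DMSO replicate 2 list and by 0.463 with the E2 replicate 2 list, and the DMSO replicate 1 list overlapped by 0.702 with the E2 replicate 2 list and by 0.439 with the DMSO replicate 2 list. A linear trend of overlap with the difference in list length does not explain the whole pattern, since the values after its removal were −0.0893 and −0.0488 and stayed below 0 whichever other pair was left out. A second hypothesis is that treatment labels were exchanged within some pairs. The run name inside the clone 2 replicate 1 E2 list carries the abbreviation Ctl, as the DMSO lists of replicate 1 do. No replicate 2 list carries it, DMSO lists included, so it says nothing about the labels of clone 3 replicate 2. Overlap with the 4 wild-type E2 lists, E2 list minus DMSO list, was 0.0552 in clone 2 replicate 1 and 0.0964 in clone 3 replicate 2, and −0.0352, 0.0110, −0.0484 and 0.000699 in clone 1 replicates 1 and 2, clone 2 replicate 2 and clone 3 replicate 1. If E2 brings a list closer to the wild-type E2 lists, an exchange in the first 2 of these pairs would put their values below 0. Both were above 0 and larger than the other 4, the sign opposite to an exchange in these 2 pairs. The other 4 have no common sign, so that premise is itself not shown. For clone 3 replicate 2 other features go with an exchange. Its E2 list was the longer (49223 against 1619 peaks). In replicate 2 of clones 1 and 2 the DMSO list was longer (50382 against 6542 and 54903 against 1977). The mitochondrial peaks lay in the shorter list of each of these pairs. An exchange in clone 3 would put both on one treatment. In replicate 1 the E2 list was longer in clones 2 and 3, which gives clone 2 no such sign. With few pairs and signs both ways, an exchange cannot be told apart from chance differences between lists that do not differ by treatment. Overlap alone also cannot say whether clone 2 replicate 1 and clone 3 replicate 2 or the other 4 pairs would be the exchanged ones. If labels were wrong in either set, the results for E2 in D538G would change, and the comparisons above use the labels as given.

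Lists of the same genotype overlapped more than lists of different genotypes. The mean was 0.519 over all pairs of lists of one genotype, 0.526 over those of different clones of one genotype, and 0.384 between genotypes. Of the 10 splits of the 5 clones into 2 and 3, 1, the real one, gave a difference as large as the 0.135 between the first and the last of these means, and 10 splits cannot give a share under 0.05, so genotype cannot be told apart from chance differences between clones.

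In wild type with E2, lists with the same replicate number overlapped by 0.794 (replicate 1, clones 1 and 2) and 0.790 (replicate 2), while the lists of one clone overlapped across replicate numbers by 0.374 (clone 1) and 0.365 (clone 2). In D538G the E2 lists of replicates 1 and 2 overlapped by 0.763 in clone 1, 0.463 in clone 2 and 0.621 in clone 3. On chromosome Y, 12 of the 20 lists held 30 peaks in all. The line is endometrial, so these peaks are not read as ESR1 binding.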
